# Adipocytes cause leukemia cell resistance to daunorubicin via oxidative stress response

**DOI:** 10.18632/oncotarget.12246

**Published:** 2016-09-26

**Authors:** Xia Sheng, Jonathan Tucci, Jean-Hugues Parmentier, Lingyun Ji, James W. Behan, Nora Heisterkamp, Steven D. Mittelman

**Keywords:** ALL, adipocyte, oxidative stress, glutathione, drug resistance

## Abstract

Adipocytes promote cancer progression and impair treatment, and have been shown to protect acute lymphoblastic leukemia (ALL) cells from chemotherapies. Here we investigate whether this protection is mediated by changes in oxidative stress. Co-culture experiments showed that adipocytes protect ALL cells from oxidative stress induced by drugs or irradiation. We demonstrated that ALL cells induce intracellular ROS and an oxidative stress response in adipocytes. This adipocyte oxidative stress response leads to the secretion of soluble factors which protect ALL cells from daunorubicin (DNR). Collectively, our investigation shows that ALL cells elicit an oxidative stress response in adipocytes, leading to adipocyte protection of ALL cells against DNR.

## INTRODUCTION

Excess body weight contributes to as many as 1 out of 5 of all cancer-related deaths [1]. A landmark paper by Calle et al. found a significant association between obesity and mortality from many types of cancer [2]. Many solid tumors reside in locations rich with adipocytes, including breast, ovarian, pancreatic, colon, and prostate cancers, and some studies have shown that adipocytes interact with cancer cells [3–6]. Obesity has also shown to be associated with poorer event-free survival in the hematological cancer, acute lymphoblastic leukemia (ALL) [7–9], and we and others have demonstrated that leukemia/lymphoma cells can be found in close proximity to adipocytes in the bone marrow [10–12] and adipose tissue [13–15]. We also showed that adipocytes protect ALL cells from a variety of chemotherapeutic agents, though the mechanisms of this protection remain unclear [16, 17]. Here, we investigate the role of adipocytes in alleviating oxidative stress caused by chemotherapy treatment in ALL cells.

Cancer cells contain increased intracellular reactive oxygen species (ROS) due to metabolic and signaling aberrations [18, 19]. This increased ROS can have both beneficial and detrimental effects [20, 21]. Cancer cells maintain a balance of ROS by activation of oxidative stress response genes, many of which are regulated by the transcription factor nuclear factor erythroid 2-related factor 2 (Nrf2) [22, 23]. The increased expression of oxidative stress response genes contributes to cancer cell resistance to chemotherapies such as anthracyclines [24, 25], which work in part by inducing oxidative stress. Given the significant protection that adipocytes provide to ALL cells, particularly against the anthracycline daunorubicin (DNR) [16], we investigated whether adipocytes protect ALL cells from chemotherapies by relieving oxidative stress.

## RESULTS

### Adipocytes protect ALL cells from oxidative stress-induced cell death

We have previously reported that murine 3T3-L1 adipocytes protect murine ALL cells (8093) [26] from DNR in a direct co-culture system [16]; however, we did not test whether protection against DNR requires cell-cell contact, nor did we test whether this occurs with human ALL cell lines. Therefore, we cultured ~2 × 10^5^ mouse (8093) and human (BV173, RS4;11, and Nalm6) ALL cells in TransWells above 3T3-L1 adipocytes, preadipocytes (fibroblasts), or no feeder layer. Transwells contained polycarbonate membranes with 0.4 μm pores, allowing free diffusion of media without direct cell-cell contact. Adipocytes protected mouse and human ALL cells from DNR, compared to no feeder and pre-adipocytes (Figure 1A). The human adipocyte Chub-S7 cell line also protected human ALL cells against DNR in similar transwell cultures. While 24 hours of DNR treatment led to increased cleaved caspase 3 in BV173 cells, indicating apoptosis by the intrinsic pathway, this was reversed in the presence of adipocytes (Figure 1B). 3T3-L1 adipocytes also protected BV173 ALL cells from the anthracycline doxorubicin (Figure 1C).

**Figure 1:**
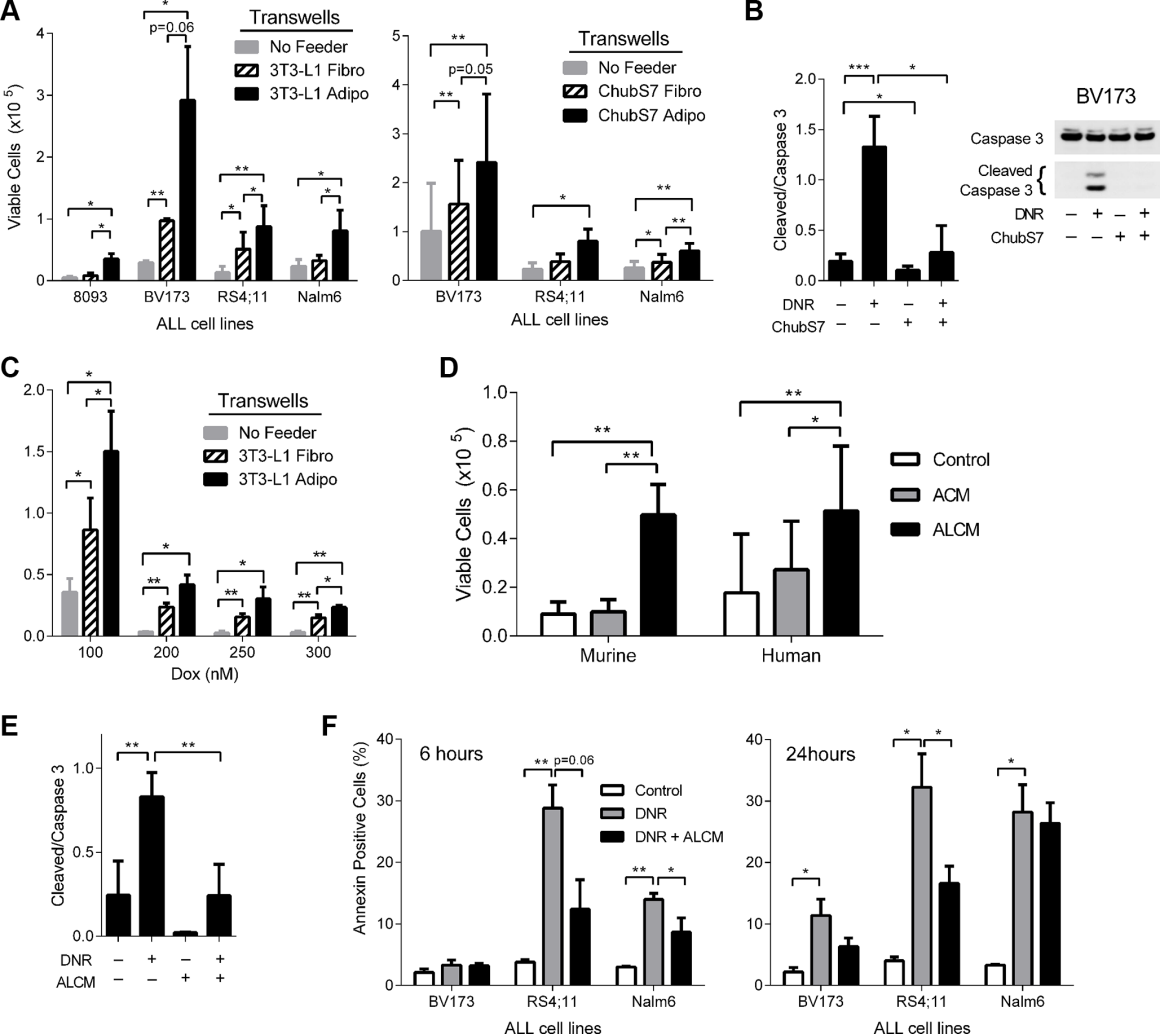
Adipocytes protect ALL from oxidative stress induced cell death (**A**) ALL cells co-cultured in TransWells over 3T3-L1 and ChubS7 pre-adipocytes (hatched bars) and adipocytes (black bars) with 72 hour DNR treatment (8093 35 nM, BV173 100 nM, RS4;11 100 nM, and Nalm6 200 nM). No feeder condition is where ALL cells were cultured alone (*n* = 3–5). (**B**) One representative image of western blot of Caspase 3 (37 kDa) and cleaved caspase 3 (19 and 17 kDa) in BV173 cells treated with DNR for 24 hours in the presence or absence of adipocytes. Images were histogram stretched in a consistent manner to increase brightness for publication. Quantification of the ratio of cleaved (both bands) over total caspase 3 (band at 37 kDa) is shown on the right (*n* = 3). (**C**) BV173 ALL cells cultured over 3T3-L1 cells and treated with various doses of doxorubicin (Dox). (**D**) 8093 cells treated with 35 nM DNR in 3T3-L1 ACM and ALCM (left, *n* = 6); BV173 cells treated with 100 nM DNR in ChubS7 ACM and ALCM (right, *n* = 5). (**E**) Quantification of cleaved over total caspase 3 of 8093 ALL cells after 24 hours treatment with 25 nM DNR with and without ALCM. (**F**) Annexin V staining of human ALL cells after 24 hour exposure to DNR with or without ALCM. *P < 0.05, **P < 0.01, ***P < 0.001 All asterisks indicate comparison to control no feeder (NF gray bar) or no DNR no adipocyte conditions (white bar) unless otherwise indicated.

Our data indicates that direct cell-cell contact is not necessary for the protection against DNR, implying the existence of soluble factors mediating this protection. Surprisingly, we found that adipocyte conditioned media (ACM) did not protect ALL cells from DNR (Figure 1D). However, media conditioned by both adipocytes and leukemia cells simultaneously (ALCM) protected 8093 and BV173 from DNR treatment compared to both control media and ACM (Figure 1D), and reduced DNR induced cleavage of caspase 3 in 8093 cells (Figure 1E). Similar results were observed when media was conditioned serially by ALL cells and then adipocytes (not shown). ALCM also protected ALL cells from apoptosis as measured by Annexin V, though this did not reach statistical significance in BV173 cells (Figure 1F). Together, these results imply that adipocytes release protective factors when stimulated by ALL cells.

Since DNR is a potent inducer of ROS [27], which contributes to its cytotoxicity, we next investigated whether adipocytes prevented DNR induction of ROS. We used DCFH-DA to directly measure intracellular ROS in Nalm6 cells during DNR treatment. DNR induced intracellular ROS within 6 hours in a dose-dependent manner, and this was significantly reduced in the presence of adipocytes, but not fibroblasts (Figure 2A). A similar pattern was observed in using the dye CellRox^®^, which demonstrated that ALCM protected all three human ALL cell lines from the DNR induction of intracellular ROS (Figure 2B). ALL cells exhibited an oxidative stress response after DNR treatment, as demonstrated by an increase in gene expression of the two subunits of the glutathione producing enzyme, glutamate cysteine ligase (GCLC and GCLM, Figure 2C). However, co-culturing with either 3T3-L1 or Chub-S7 adipocytes reversed the induction of these oxidative stress response genes (Figure 2C). Interestingly, expression of both genes decreased slightly, but significantly, in 8093 cells co-cultured with adipocytes without DNR treatment (black bar vs. white bar), potentially indicating alleviation of the basal level of oxidative stress. A similar pattern of GCLC and GCLM expression was also observed with Nalm6 ALL cells (data not shown).

**Figure 2:**
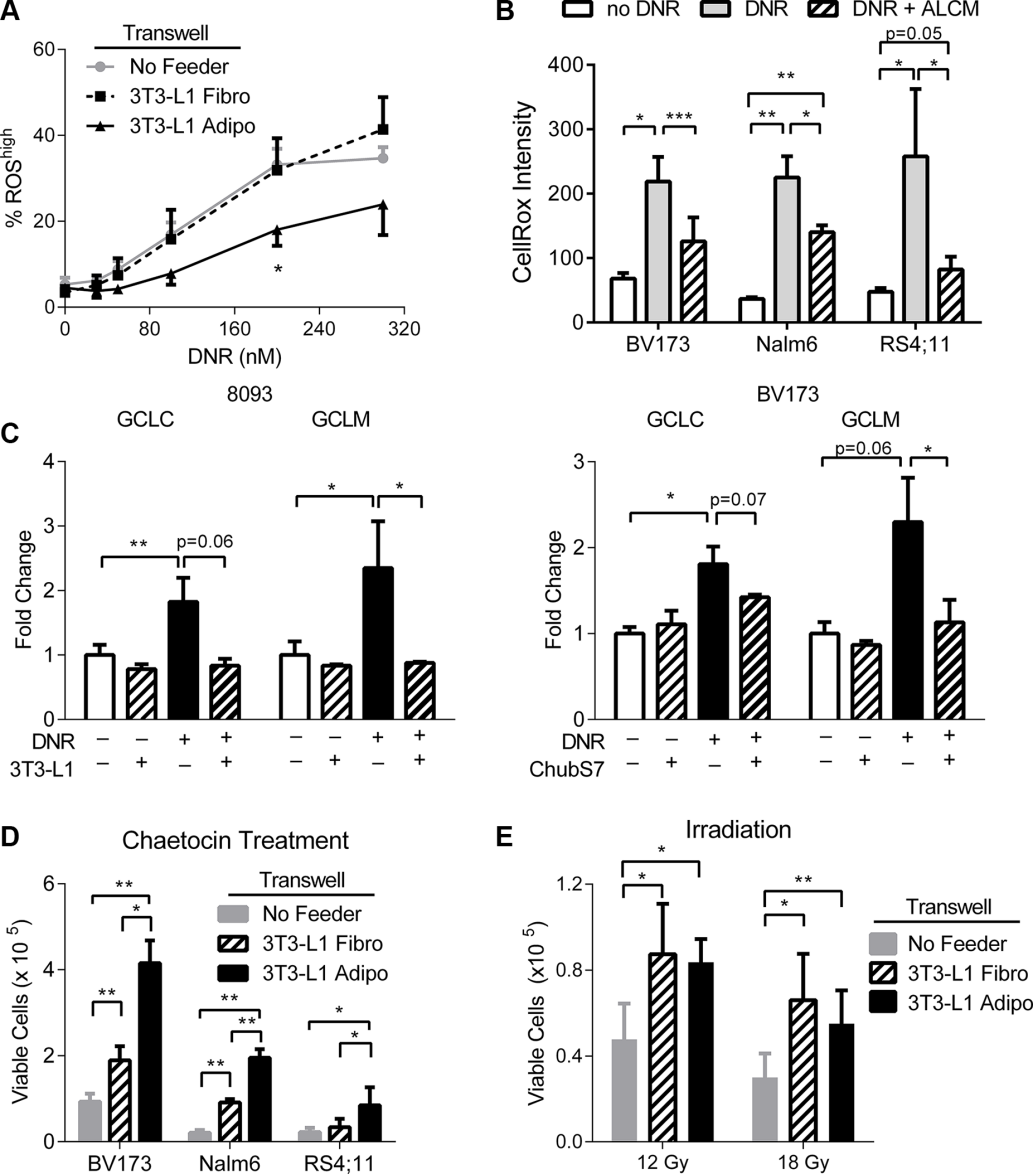
Adipocytes protect ALL cells from oxidative stress (**A**) Measurement of % ROS^high^ population in Nalm6 cells treated with DNR for 6 hours. % ROS^high^ based on gates defined by cells without DNR treatment. Adipo condition is significantly different than both Fibro and No Feeder by repeated measure ANOVA (*p* < 0.05). (**B**) CellRox^®^ intensity by flow cytometry measures intracellular ROS after 24 hours exposure to DNR or DNR plus ALCM. (**C**) GCLC and GCLM gene expressions by qPCR in 8093 and BV173 cells treated with DNR, with or without adipocytes present (*n* = 3). Asterisks and *p*-values indicate comparisons to the no-daunorubicin, no 3T3-L1 condition (white bar), unless otherwise noted. (**D**) ALL cells co-cultured with 3T3-L1 pre-adipocytes and adipocytes with chaetocin treatment (BV173 and Nalm6 100 nM, RS4;11 50 nM, *n* = 3–4). (**E**) Irradiated BV173 ALL cells co-cultured with 3T3-L1 pre-adipocytes and adipocytes (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001.

To test whether adipocyte protection of ALL cells from oxidative stress was specific to that induced by DNR, we used additional inducers of oxidative stress. ALL cells were treated with chaetocin, a fungal-derived toxin that inhibits thioredoxin reductase-1, leading to increased cellular oxidative stress. Adipocytes significantly protected all three ALL cell lines from chaetocin induced cell death (Figure 2D). We also found that co-culturing with adipocytes modestly improved the viability of BV173 ALL cells that had been irradiated with 12 and 18 Gy (Figure 2E), though in this case adipocytes did not offer significantly more protection than pre-adipocytes. Although both chaetocin and irradiation cause insults besides just oxidative stress, these results are consistent with the findings that adipocytes protect ALL cells from oxidative stress induced cytotoxicity.

### ALL cells induce oxidative stress in adipocytes

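3T3-L1 cells, a mouse pre-adipocyte line, were differentiated into adipocytes, and 3 cultures kept in leukemia cell conditioned media (LCM) for 24 hours were compared with 3 cultures kept in regular media. Each culture was hybridized to its own Affymetrix array, which gave 6 arrays in all, described as biological triplicates. The methods describe LCM as RPMI1640 with FBS that BV173 cells, a human ALL line, had conditioned for 48 hours. The sample labels instead name 8093 cells, a mouse ALL line, grown with IL-3 and beta-mercaptoethanol, also for 48 hours. For the adipocytes before treatment, the labels name RPMI1640 and the methods name DMEM, and the composition of the regular media of the control arrays is not given in the sources used here. The authors processed the arrays with RMA, which corrects the background, normalizes the arrays to a common distribution and summarises the probes of a transcript to a log2 value. The version, the settings and the annotation of that step are not given in the sources used here.
The median log2 expression of an array lay between 7.59 and 7.68. LCM arrays correlated with each other at 0.990 to 0.994 over all measured transcripts, and the control arrays at 0.980 to 0.987. Control replicate 2 stood apart from the other controls, with correlations of 0.980 and 0.984. The groups did not separate by correlation, since control replicate 3 correlated at 0.989 with LCM replicates 1 and 2. Its correlations with the other controls were 0.987 and 0.984. The median SD of a gene was 0.13 among the control arrays and 0.08 among the LCM arrays on the log2 scale. Of 23332 measured transcripts, 14996 were assigned to a single gene, 1019 to several genes and 7317 to no listed gene. The transcript with the highest mean stood for each gene, which left 14860 genes. The groups were compared with limma, which borrows information on the spread from all genes, with Benjamini-Hochberg adjusted p-values. The number of arrays limits the precision, and an exact permutation test of 3 against 3 cannot give a two-sided p below 0.1. In simulated arrays with the spread of these genes, limma recovered 50.7% of genes changed 1.5-fold, 82.1% of those changed 2-fold and 95.5% of those changed 3-fold at an adjusted p under 0.05. The simulation drew each gene independently, with the same spread in both groups and with no array standing apart. These rates may therefore not hold for the real arrays.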

To investigate how ALL cells stimulate adipocytes to secrete protective factors, we exposed adipocytes to leukemia cell conditioned media (LCM) for 24 hours, and performed Affymetrix microarray analysis on the adipocytes. 

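In adipocytes kept in LCM for 24 hours, 341 genes rose and 292 fell relative to regular media among the 14860 genes tested (adjusted p under 0.05 from limma, n = 3 cultures per group). At an unadjusted p under 0.05 from limma, 1375 were higher and 1533 lower, 2908 in all. If no gene differed, 743 would be expected on average. Genes are not independent, and divisions of the arrays that mix LCM and control gave between 173 and 1312. The 10 largest rises were those of Mt2, Aldh1l2, Adm, Trib3, Eno2, Hmox1, Ddit3, Ppp1r15a (Myd116), Got1 and Slc7a2. Mt2, a metallothionein that binds metal ions, rose 4.53-fold, from a log2 expression of 9.93 ± 1.00 (SD, n = 3) to 12.11 ± 0.12 (SD, n = 3). Its adjusted p was 0.0383 and lay between 0.0109 and 0.152 when a single array was left out. Aldh1l2, a mitochondrial enzyme of folate metabolism, rose 3.55-fold with little spread among cultures (log2 fold change 1.83, standard error 0.09, adjusted p = 0.000931 from limma). Trib3, a pseudokinase induced by cell stress, rose 3.00-fold, and Eno2, an enolase of glycolysis, 2.97-fold. Got1, the cytosolic aspartate aminotransferase, rose 2.49-fold, and Slc7a2, a transporter of cationic amino acids, 2.45-fold. Car6, a secreted carbonic anhydrase, rose 2.43-fold (adjusted p = 0.0130 from limma). All 10 genes of Table 1 rose, also when adjusted over the list alone, and 8 passed without control replicate 1, 10 without control replicate 2 or 3 and 7 without each LCM replicate, but the study chose them on these samples, so their direction is not independent evidence.
Of 27 measured genes of the integrated stress response, in which the factors ATF4 and CHOP act when amino acids run short or proteins misfold, 13 rose and none fell (18 rose when adjusted over the list alone). Ddit3, which encodes CHOP, rose 2.60-fold, Ppp1r15a, which restarts translation after stress, 2.57-fold, and Slc6a9, a glycine transporter, 2.29-fold. The list lay above the other genes (median log2 fold change 0.36, adjusted p = 9.63e-18 from limma's camera, adjusted p = 0.192 with an estimated correlation). Of 32 genes of the hypoxia response and glycolysis, 16 rose and 1 fell (23 and 1 when adjusted over the list alone). The median log2 fold change of that list was 0.51 (adjusted p = 1.52e-20 from camera, adjusted p = 0.179 with an estimated correlation). Car12, a carbonic anhydrase of the cell surface, rose 1.87-fold, whereas Pfkfb3, a regulator of glycolysis, fell by 0.99 on the log2 scale (adjusted p = 0.00738 from limma). Control replicate 2 lay below the other controls in both lists, with a median log2 difference of -0.17 for the stress genes and -0.14 for the hypoxia genes. Ddit3, Ppp1r15a, Trib3 and Atf4 of the stress list are also in Table 1 or Table 2, as are Adm and Eno2 of the hypoxia list. The results of both lists are therefore not fully independent of the study's choice of genes.
Among the falls, B3galt2, a galactosyltransferase, fell by 1.93 on the log2 scale (standard error 0.28, adjusted p = 0.0146 from limma). Car3, a carbonic anhydrase abundant in fat cells, fell by 1.50, Hp, which encodes haptoglobin, by 1.49, and Arxes1, an adipocyte gene, by 1.48. Tlr8, Cndp1, Art3, Vstm2a, Pck1 and Tshr made up the rest of the 10 largest falls, from -1.33 for Tlr8 to -1.18 for Tshr. Car3, Hp, Cndp1, Art3 and Pck1 passed in all 6 subsets that leave out a single array, and Arxes1 in 5. B3galt2 passed in 3, Tlr8 and Vstm2a in 2 and Tshr in 1. Tlr8 was dim, with a mean log2 expression of 6.30 in regular media and 4.97 in LCM. Of 24 genes of the differentiated adipocyte, 11 fell and none rose (21 fell when adjusted over the list alone). Mgll, a lipase, fell by 1.13, Aqp7, the glycerol channel, by 0.83 and Gpd1, an enzyme of glycerol phosphate synthesis, by 0.83 on the log2 scale. The list's median log2 fold change was -0.43 (adjusted p = 4.14e-14 from camera, adjusted p = 0.192 with an estimated correlation), and control replicate 2 lay below the other controls in it by a median of -0.12.
The number of genes that passed was 175, 1332 and 350 without control replicates 1, 2 and 3, and 99, 79 and 60 without LCM replicates 1, 2 and 3. In these subsets, 5 to 15 stress genes and 3 to 20 hypoxia genes rose and 5 to 16 adipocyte genes fell (highest without control replicate 2), and with each array centred on its median 232 genes rose and 408 fell.

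**Figure D1:**
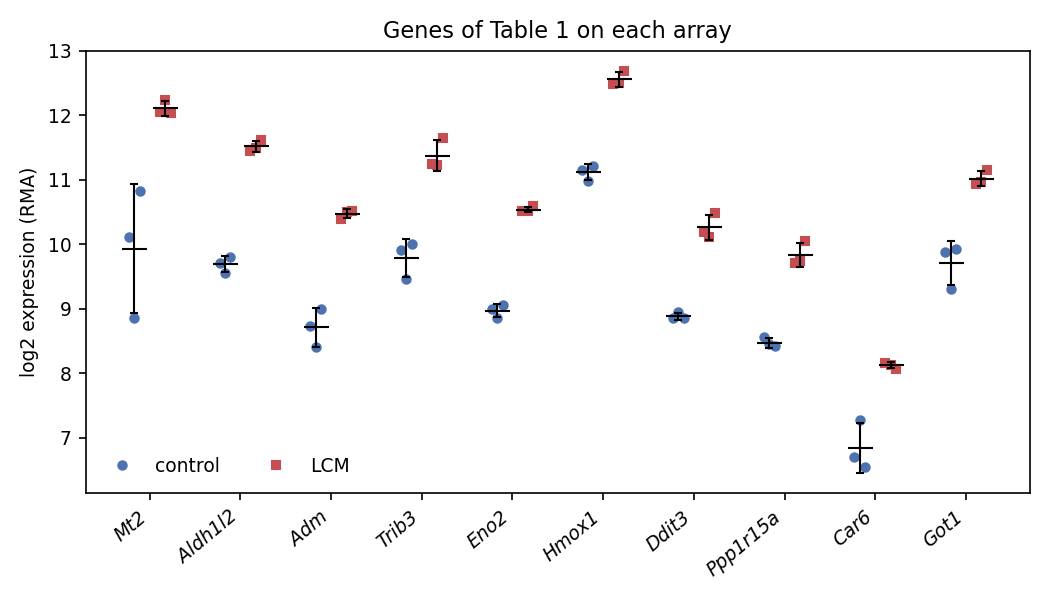
Log2 expression (RMA) of the genes of Table 1 on each array, with blue circles for regular media and red squares for LCM (n = 3 each), a dash at each mean and bars of 1 SD. All LCM values lie above all control values for each gene, and Mt2 has the widest spread among controls.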

We found 3,528 significant gene expression changes (*p* < 0.05) in the adipocytes, including upregulation of many genes in the oxidative stress response pathway (Table 1 shows the top 10 most upregulated genes, ranked by fold change). 

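Hmox1, which encodes the heme-degrading enzyme HO-1, rose 2.72-fold with LCM, from a log2 expression of 11.12 ± 0.12 (SD, n = 3) to 12.56 ± 0.11 (SD, n = 3), with an adjusted p of 0.00315 from limma. Gclc, the catalytic subunit of the enzyme that starts glutathione synthesis, rose 1.97-fold (log2 fold change 0.97, standard error 0.13, adjusted p = 0.0112 from limma). Abcc1, an exporter of glutathione conjugates, rose 1.98-fold, and Nqo1, a quinone reductase, 1.95-fold. Of 26 measured genes from a textbook list of direct Nrf2 targets, 10 rose and none fell (12 rose and 2 fell when adjusted over the list alone). Of these 10, Hmox1, Abcc1, Gclc, Nqo1, Sqstm1 and Ephx1 are also in Table 2, whose genes the study chose on these samples. Blvrb, Ugdh, Pgd and Srxn1 are not. The Nrf2 count is therefore not fully independent evidence. The median log2 fold change of the list was 0.25 (adjusted p = 7.02e-07 from camera, adjusted p = 0.217 with an estimated correlation). Control replicate 2 lay below the other controls in this list by a median of -0.175 on the log2 scale. Gclm and Txnrd1 could not be measured on their own, since their transcripts are assigned to several genes.
Of 26 genes of peroxidases, superoxide dismutases, thioredoxins and related proteins, Srxn1, which repairs oxidized peroxiredoxins, rose 1.41-fold, and Gpx1 and Glrx5 fell by 0.37 and 0.33 on the log2 scale (1 rose and 4 fell when adjusted over the list alone). Cat, which encodes catalase, had a log2 fold change of -0.35 (adjusted p = 0.0734 from limma). The list as a whole did not pass (median log2 fold change -0.07, adjusted p = 0.555 from limma's camera), and control replicate 2 lay below the other controls in it by a median of -0.16. Of the 30 genes listed, Sod1, Prdx5, Prdx6 and Txnrd1 could not be measured on their own. Of 17 glutathione S-transferases, Mgst3 fell by 0.68 and none rose (1 rose and 3 fell when adjusted over the list alone). Gsto1, Gsto2 and Gstm7, at log2 fold changes of 0.43, -0.23 and -0.29, did not pass. This list did not pass either (adjusted p = 0.419 from limma's camera), and control replicate 2 lay below the other controls in it by a median of -0.22. Only 17 of the 23 listed transferases could be measured on their own. Of 5 genes of the metal response, 3 rose, which were Mt2, Mt1 at 1.38-fold and Slc39a10, a zinc transporter, at 1.51-fold (also 3 when adjusted over the list alone). Slc30a1, a zinc exporter, and Mt3 had a log2 fold change of -0.16 each. The metal list had an adjusted p of 0.0242 from camera (adjusted p = 0.221 with an estimated correlation). It was not divided into genes that metal raises and genes that metal lowers, so it gives no direction of a metal response. Of 14 genes of the cytosolic heat shock response, Hspb8, a small heat shock protein, rose 1.38-fold (1 rose and 1 fell when adjusted over the list alone), and the list had an adjusted p of 0.0507 from camera. Srxn1, Gpx1, Glrx5 and Mgst3 passed without control replicate 2 and in 0 of the other 5 subsets that leave out a single array. Without that array 1 gene of the peroxidase list rose and 5 fell and 1 glutathione S-transferase rose and 3 fell, whereas 0 of either list passed without any other array. Hspb8 passed in 2 of the 6 subsets.
Of the 47 genes of Table 2, 43 could be measured, of which 14 rose and 4 fell (23 and 14 when adjusted over the list alone). At an unadjusted p under 0.05, 25 rose and 14 fell. Without control replicates 1, 2 and 3, 4, 14 and 9 rose and 1, 7 and 2 fell, and without LCM replicates 1, 2 and 3, 2, 2 and 1 rose and 0 fell. The study chose these genes on these samples, so the counts are not independent evidence of their direction. The list had an adjusted p of 0.000139 from camera (adjusted p = 0.179 with an estimated correlation). Atf4 rose 1.72-fold and Maff, a partner of Nrf2, 1.59-fold, whereas Fmo1, a monooxygenase, fell by 0.86, Pik3r3 by 0.82 and Actg2, a smooth muscle actin, by 0.63. Gstm2 had a log2 fold change of 0.19 (standard error 0.10, adjusted p = 0.350 from limma).
The number of Nrf2 targets that rose was 4, 12 and 6 without control replicates 1, 2 and 3, and 1 without each LCM replicate in turn, and without control replicate 2 also 3 fell. The metal genes that rose numbered 1, 3 and 2 without the control replicates and 0 without each LCM replicate.

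**Figure D2:**
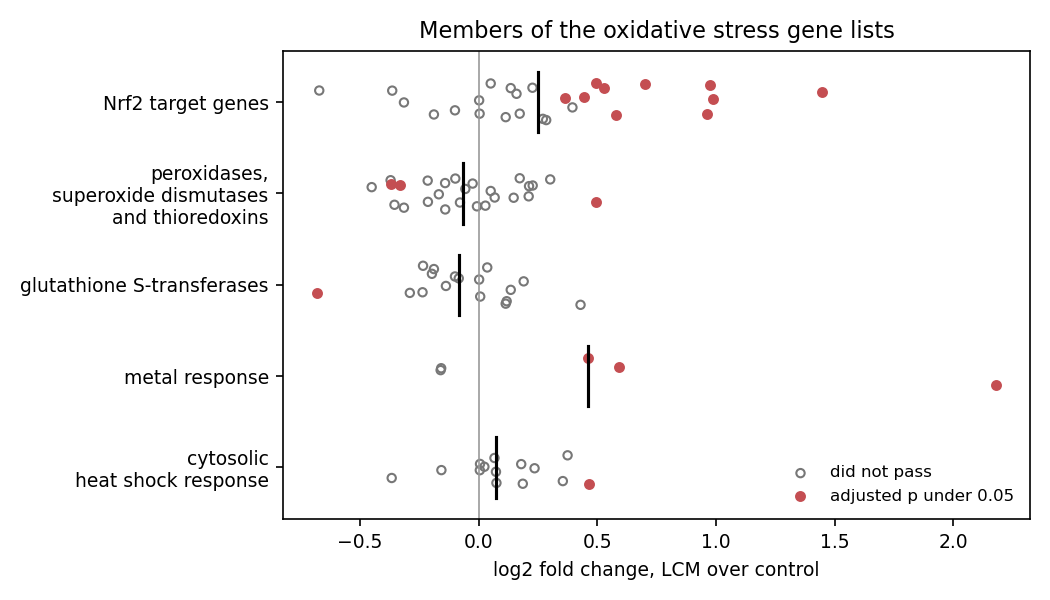
Log2 fold change, LCM over control, of each measured member of 5 gene lists (n = 3 arrays per group), with filled red points for an adjusted p under 0.05, open points for the rest and a bar at each list's median. The median lies at 0.25 for the Nrf2 targets and at -0.08 for the glutathione S-transferases.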

Ingenuity Pathway Analysis (IPA) identified the Nrf2-mediated oxidative stress response to be one of the most affected pathways in adipocytes, with 47 genes differentially regulated down-stream of the pathway (Ingenuity^®^ Systems, www.ingenuity.com, Table 2), implying that ALL cells were inducing oxidative stress in adipocytes. To directly test whether ALL cells induce oxidative stress in adipocytes, we visualized adipocyte intracellular ROS with DCFH-DA using fluorescence confocal microscopy. After 48 hours of co-culture with BV173 cells in a TransWell system, adipocytes had increased intracellular ROS (Figure 3A and 3B), to a similar degree as adipocytes treated with buthionine sulfoximine (BSO) as a positive control. Co-culture with ALL cells also induced a significant upregulation of the oxidative stress response genes, HO-1 and ADM, and a non-statistically significant increase in Mt2 gene expression (Figure 3C), as well as increased HO-1 protein levels (Figure 3D), confirming our microarray findings. Consistent with this, glutathione concentration in media conditioned by 3T3-L1 adipocytes together with BV173 ALL cells for 48 hours was higher than media conditioned by adipocytes or leukemia cells alone (Figure 3E).

**Table 1:** Top 10 most upregulated genes ranked by fold change from Affymetrix microarray analysis of data comparing gene expression changes in 3T3-L1 adipocytes exposed to LCM for 24 hours to control 3T3-L1 adipocytes

Gene symbol	Name	Fold change	*P*-value
Mt2	Metallothionein 2	4.6	0.02
Aldh1l2	Aldehyde dehydrogenase 1 family, member l2	3.6	0.00004
Adm	Adrenomedullin	3.5	0.0006
Trib3	Induced in fatty liver dystrophy 2	3.1	0.002
Eno2	Enolase 2, gamma neuronal	3.0	0.00002
Hmox1	Heme oxygenase (decycling) 1	2.7	0.0001
Ddit3	Dna-damage inducible transcript 3	2.7	0.0003
Myd116	Myeloid differentiation primary response gene 116	2.6	0.0003
Car6	Carbonic anhydrase 6	2.5	0.004
Got1	Glutamate oxaloacetate transaminase 1, soluble	2.5	0.003

**Table 2:** Forty-seven differentially regulated genes in the Nrf-2 mediated oxidative stress response pathway identified by IPA

Symbol	Entrez gene name	Fold change	*p*-value
HMOX1	heme oxygenase (decycling) 1	2.738	1.30E-04
GCLC	glutamate-cysteine ligase, catalytic subunit	2.020	2.40E-03
ABCC1	ATP-binding cassette, sub-family C (CFTR/MRP), member 1	2.007	1.63E-03
NQO1	NAD(P)H dehydrogenase, quinone 1	1.999	3.85E-03
FMO1	flavin containing monooxygenase 1	−1.779	2.97E-03
ATF4	activating transcription factor 4	1.740	4.28E-04
PIK3R3	phosphoinositide-3-kinase, regulatory subunit 3 (gamma)	−1.734	6.34E-03
MAFF	v-maf avian musculoaponeurotic fibrosarcoma oncogene homolog F	1.618	1.54E-02
MGST3	microsomal glutathione S-transferase 3	−1.569	5.49E-03
GCLM	glutamate-cysteine ligase, modifier subunit	1.541	1.19E-03
EPHX1	epoxide hydrolase 1, microsomal (xenobiotic)	1.502	9.86E-04
ACTG2	actin, gamma 2, smooth muscle, enteric	−1.493	2.22E-02
HERPUD1	homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1	1.484	7.61E-03
MAP3K1	mitogen-activated protein kinase kinase kinase 1, E3 ubiquitin protein ligase	1.477	3.31E-03
ACTA2	actin, alpha 2, smooth muscle, aorta	−1.440	1.53E-02
SQSTM1	sequestosome 1	1.435	8.34E-04
MAFG	v-maf avian musculoaponeurotic fibrosarcoma oncogene homolog G	1.431	3.91E-02
PRKCD	protein kinase C, delta	1.428	3.99E-03
TXNRD1	thioredoxin reductase 1	1.414	2.83E-03
HSPB8	heat shock 22kDa protein 8	1.413	3.38E-04
MAP2K1	mitogen-activated protein kinase kinase 1	1.408	1.56E-04
PIK3R1	phosphoinositide-3-kinase, regulatory subunit 1 (alpha)	−1.406	1.68E-02
DNAJA3	DnaJ (Hsp40) homolog, subfamily A, member 3	1.398	3.47E-03
SCARB1	scavenger receptor class B, member 1	−1.374	2.06E-02
GSTO1	glutathione S-transferase omega 1	1.362	2.05E-02
DNAJC15	DnaJ (Hsp40) homolog, subfamily C, member 15	−1.301	3.46E-02
MAPK7	mitogen-activated protein kinase 7	1.284	1.06E-02
CAT	catalase	−1.271	1.84E-02
DNAJB2	DnaJ (Hsp40) homolog, subfamily B, member 2	1.262	2.98E-02
DNAJC16	DnaJ (Hsp40) homolog, subfamily C, member 16	1.247	2.02E-02
DNAJC8	DnaJ (Hsp40) homolog, subfamily C, member 8	1.228	1.41E-02
ENC1	ectodermal-neural cortex 1 (with BTB domain)	−1.203	1.06E-02
DNAJC18	DnaJ (Hsp40) homolog, subfamily C, member 18	1.203	2.90E-02
GSTM2	glutathione S-transferase mu 2 (muscle)	−1.199	2.73E-02
FTH1	ferritin, heavy polypeptide 1	1.195	3.25E-02
PIK3CA	phosphatidylinositol-4,5-bisphosphate 3-kinase, catalytic subunit alpha	1.190	5.38E-03
AOX1	aldehyde oxidase 1	−1.180	8.24E-03
DNAJC5	DnaJ (Hsp40) homolog, subfamily C, member 5	1.170	4.87E-02
JUN	jun proto-oncogene	1.148	1.33E-02
GSTO2	glutathione S-transferase omega 2	−1.147	4.86E-03
STIP1	stress-induced phosphoprotein 1	1.144	2.21E-02
EIF2AK3	eukaryotic translation initiation factor 2-alpha kinase 3	1.138	4.41E-02
PRKD1	protein kinase D1	−1.132	1.81E-02
MAPK3	mitogen-activated protein kinase 3	1.132	7.71E-05
FOSL1	FOS-like antigen 1	−1.110	1.41E-02
PIK3C3	phosphatidylinositol 3-kinase, catalytic subunit type 3	1.107	1.44E-02
DNAJC11	DnaJ (Hsp40) homolog, subfamily C, member 11	−1.069	4.86E-02

**Figure 3:**
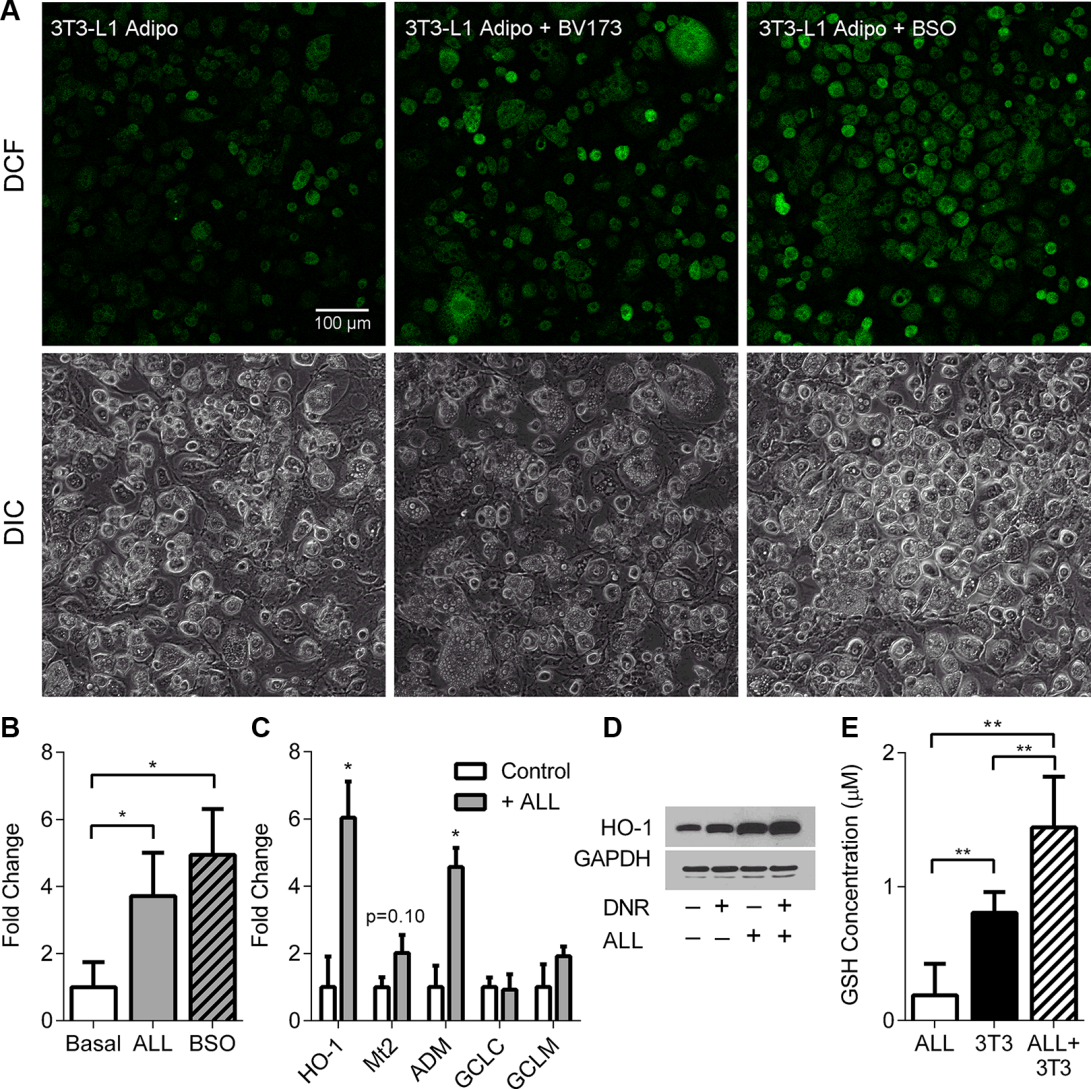
ALL cells induce oxidative stress in adipocytes (**A**) Representative fluorescent confocal microscopy images of 3T3-L1 adipocytes alone, with ALL in TransWells, or treated with 20 mM BSO for 48 hours. Top: DCF (green) only, bottom: DIC images. (**B**) Quantification of fluorescence (FITC) from 3 images similar to A. *indicate *t*-tests on log-transformed pixel counts. (**C**) 3T3-L1 gene expression by qPCR with (gray bar) and without (white bar) 8093 cells; *n* = 3. (**D**) Western blot of HO-1 expression in 3T3-L1 adipocytes exposed to DNR, ALL, or both. GAPDH was used as loading control. E. GSH levels measured in media after conditioning with BV173 ALL cells, 3T3-L1 adipocytes, or both, for 48 hours. *P < 0.05, **P < 0.01, ***P < 0.001.

### ALL cell induction of oxidative stress in adipocytes induces their protection of ALL cells from DNR

To test whether ALL induction of oxidative stress response in adipocytes induces their protection of ALL cells, we treated adipocytes with cobolt chloride, a hypoxia mimetic which stabilizes HIF1α and induces an antioxidant response [28]. CoCl_2_ treatment was associated with increase in adipocyte HIF-1α protein levels and gene expression of HO-1, GCLC, and GCLM (Figure 4A and 4B). 3T3-L1 and ChubS7 conditioned media made in the presence of 30μM cobalt chloride (w/ CoCl_2_) were protective of ALL cells against DNR, compared to both ACM (Figure 4C), and ACM to which CoCl_2_ was added after conditioning as a control (+ CoCl_2_). Thus, induction of oxidative stress response by CoCl_2_ induces adipocytes to secrete factors which protect ALL cells from DNR.

**Figure 4:**
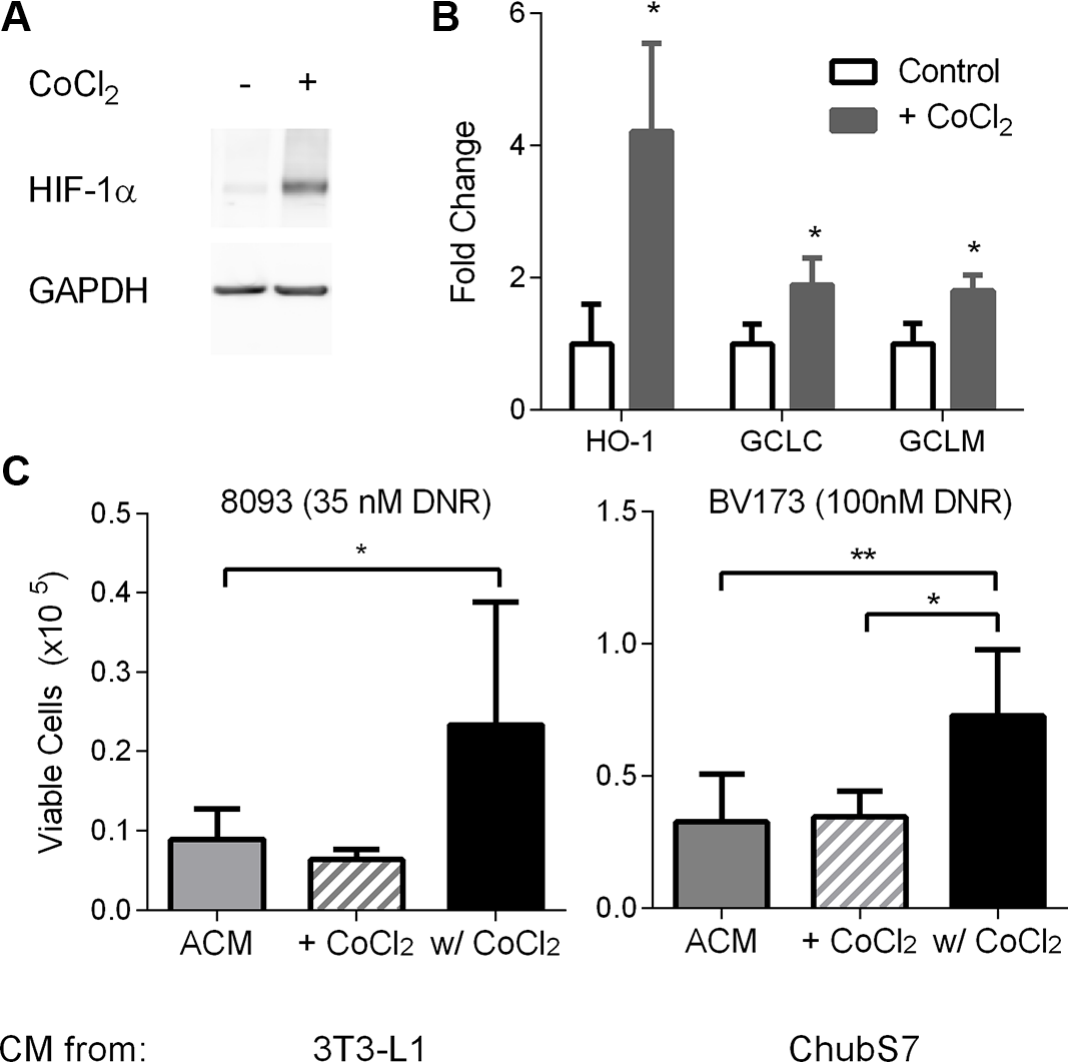
Oxidative stress in adipocytes leads to secretion of survival factors that protect ALL cells from DNR (**A**) Representative western blot of HIF-1α in ChubS7 adipocytes treated with CoCl_2_. GAPDH was used as loading control. (**B**) 3T3-L1 gene expression by qPCR with CoCl_2_ treatment for 24 hours (*n* = 4). (**C**) Viable cell number of DNR-treated 8093 ALL cells (left) or BV173 cells (right) in the presence of ACM from 3T3-L1 or ChubS7. ACM spiked with CoCl_2_ were denoted as (+ CoCl_2_) and ACM conditioned in the presence of 30 μM CoCl_2_ as (w/ CoCl_2_, *n* = 4–8). *P < 0.05 All asterisks indicate comparison to control conditions unless otherwise indicated.

To further hone in on which aspects of the adipocyte oxidative stress response are responsible for their protection of ALL cells against DNR, we blocked parts of the oxidative stress response in adipocytes prior to coculturing with ALL cells. BSO, an inhibitor of glutamylcysteine ligase, completely suppressed intracellular GSH levels in adipocytes, while auranofin (AUR), an inhibitor of thioredoxin reductase, actually increased GSH levels, likely a compensatory effect from blocking thioredoxin synthesis (Figure 5A). Neither treatment resulted in visible morphological changes to the adipocytes. ALL cells and LCM had no measurable effect on adipocyte GSH levels. Pretreatment of 3T3-L1 adipocytes with BSO only partially reversed their ability to protect BV173 and Nalm6 against DNR (Figure 5B). Similar results were observed with ChubS7 human adipocytes (Figure 5C). However, pretreatment of 3T3-L1 adipocytes with AUR did not affect DNR protection (Figure 5D), nor did it add to the effect of BSO to reduce adipocyte protection (not shown). Taken together, these results demonstrate that GSH synthesis may partly contribute to the adipocyte's ability to protect ALL cells from DNR.

**Figure 5:**
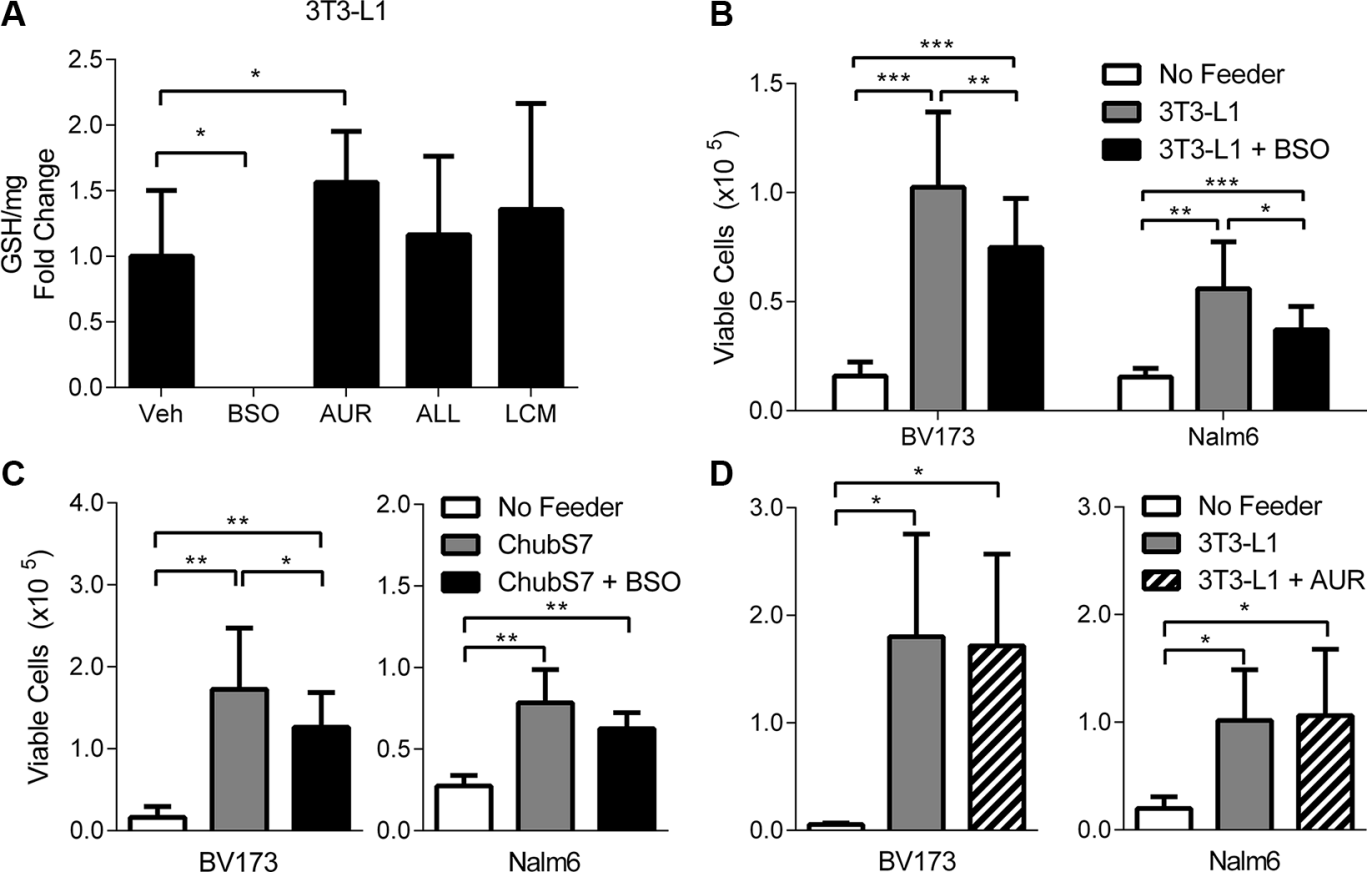
Glutathione synthesis is partially involved in adipocyte protection of ALL cells (**A**) Intracellular GSH quantification in 3T3-L1 adipocytes (*n* = 3). Viable cell number of BV173 and Nalm6 cells treated with DNR (100 and 200 nM, respectively) while co-cultured with 3T3-L1 (**B**) or ChubS7 (**C**) adipocytes that were pre-treated with 20 mM BSO for 24 hours (*n* = 8–10). (**D**) Viable cell number of BV173 and Nalm6 cells treated with DNR while co-cultured with 3T3-L1 adipocytes that were pre-treated with 250 nM AUR for 24 hours (*n* = 3).*p < 0.05, **p < 0.01, ***p < 0.001 All asterisks indicate comparison to no feeder or vehicle (Veh) conditions unless otherwise indicated.

### Exogenous antioxidants protect ALL cells from DNR

As a proof of principle, we next tested whether reduction of ALL cell oxidative stress alone could protect ALL cells against DNR. Supplementation with high concentration (20 mM) of GSH significantly increased the number of viable cells after DNR treatment of BV173, Nalm6 (Figure 6A), and RS4;11 (data not shown) ALL cells. N-acetylcysteine (NAC), a GSH precursor, also protected these cells from DNR (Figure 6B), and was associated with increased viability assessed by flow cytometry (Figure 6C). NAC also partially reversed the induction of intracellular ROS caused by DNR treatment, measured by CellROX^®^, though this did not reach statistical significance in Nalm6 cells (Figure 6C).

**Figure 6:**
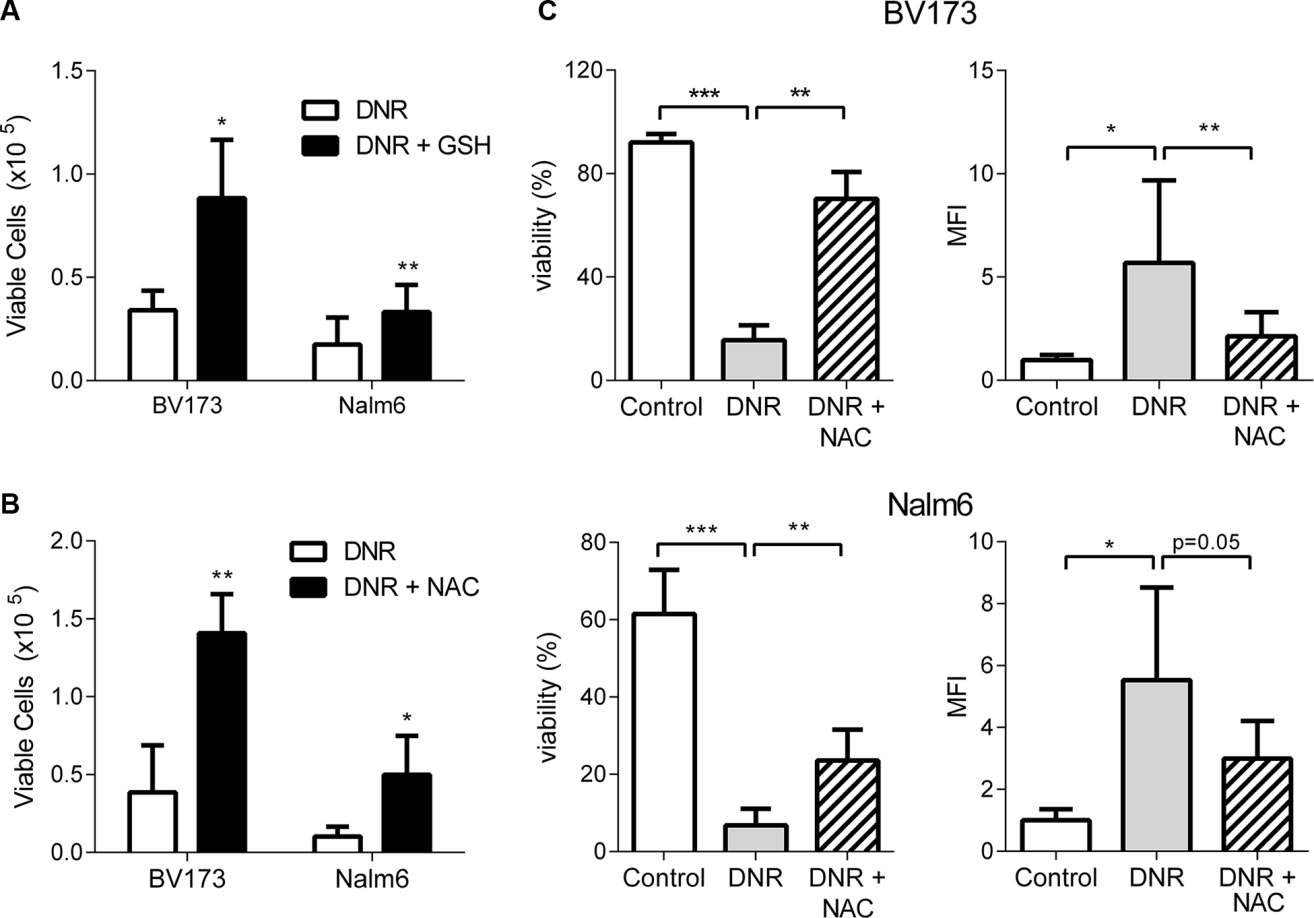
Exogenous antioxidants protect ALL cells from DNR (**A**) BV173 and Nalm6 treated with DNR or DNR + GSH (20 mM, *n* = 4). (**B**) BV173 and Nalm6 treated with DNR or DNR + NAC (20 mM, *n* = 3–4). (**C**) Cell viability and intracellular ROS evaluation using flow cytometry with DAPI and CellROX^®^ staining of BV173 (top two panels) and Nalm6 (bottom two panels) treated with DNR alone or DNR and NAC *n* = 5. *P < 0.05, **P < 0.01, ***P < 0.001 All asterisks indicate comparison to control conditions unless otherwise indicated.

## DISCUSSION

In the present study, we demonstrate that ALL cells induce oxidative stress in adipocytes, which causes them to protect the ALL cells from oxidative stress, in turn promoting resistance to the anthracycline, daunorubicin (DNR). These findings add to the growing literature which implicates adipocytes as an active and important component of the microenvironment of some cancers, such as breast cancer, ovarian cancer, and chronic lymphocytic leukemia [3–6, 29]. Since adipocytes are highly prevalent in the microenvironments of these cancers (breast, peritoneum, bone marrow), this phenomenon could contribute to cancer cell resistance to chemotherapy in patients.

Our results have uncovered a two-way communication between ALL cells and adipocytes, apparently initiated by ALL cell induction of oxidative stress in adipocytes. There is an expanding literature showing that cancer cells can alter the phenotypes of cells in their microenvironment, for example by inducing the development of “cancer-associated fibroblasts” [30–32]. Some of this interaction may be mediated by tumor cell induction of oxidative stress in nearby stromal cells [33]. Less is known about adipocytes in the cancer microenvironment, though recent studies have described “cancer-associated adipocytes”, which exhibit a modified phenotype and specific biological features [34], such as delipidation, dedifferentiation, and secretion of specific adipokines [35, 36]. These effects may be mediated by soluble factors released by tumor cells [37, 38]. Ours is the first study to our knowledge to identify this phenomenon between adipocytes and ALL cells.

Our findings are consistent with other literature which highlights the importance of oxidative stress to leukemia cell drug response. Inhibition of the oxidative stress response has been shown to be cytotoxic and enhance chemosensitivity of some leukemia cells [39–41]. Bone marrow stromal cells support primary ALL cell growth *in vitro* by providing cysteine, which maintains glutathione levels and results in protection against oxidative stress [42]. It is possible that adipocytes in bone marrow and adipose tissue provide similar protection.

While these data suggest that soluble factors mediate adipocyte protection of ALL cells from oxidative stress, we have yet to identify which factors are responsible. 

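Adm, which encodes the secreted peptide adrenomedullin, rose 3.40-fold in adipocytes kept in LCM for 24 hours. Its log2 expression was 8.71 ± 0.30 (SD, n = 3) in regular media and 10.47 ± 0.07 (SD, n = 3) in LCM (log2 fold change 1.76, standard error 0.14, adjusted p = 0.00421 from limma). Of 28 measured genes of adipokines, cytokines and growth factors, Adm was the gene that rose and 3 fell (3 rose and 4 fell when adjusted over the list alone). These were Retn, which encodes resistin and fell by 1.10 on the log2 scale, Adipoq, which encodes adiponectin and fell by 0.59, and Igf1, which fell by 0.53. The list as a whole had a median log2 fold change of -0.12 (adjusted p = 0.261 from limma's camera). Mmp9, a secreted protease of the matrix, had a log2 fold change of -0.32 (standard error 0.13, adjusted p = 0.249 from limma). Adm passed without each of the 6 arrays in turn, with an adjusted p of at most 0.0342. Retn passed in 4 of these 6 subsets, Igf1 in 2 and Adipoq in 1, that without control replicate 2.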

Among the top 10 genes upregulated in adipocytes (Table 1), adrenomedullin (ADM) is a cytokine known to be secreted by adipocytes [43], and has been shown to play a role in cell survival in several types of cancer [44]. In our hands, ADM did not protect 8093 ALL cells from DNR treatment (Supplementary Figure S1A), and neutralizing ADM antibodies did not block adipocyte protection of 8093 cells against DNR (Supplementary Figure S1B). These results excluded ADM as the relevant survival factor in our experimental system. Other adipocyte-secreted factors, such as MMP9 and IL8, have been shown to have tumor-promoting effects [4]. Therefore, further investigation is needed to identify which specific factors are responsible for adipocyte protection of ALL cells. Another weakness in the current study is that these results have not been confirmed in primary human ALL cells, nor *in vivo*. However, the use of multiple human ALL cell lines, coupled with our previous results demonstrating the effects of adipose tissue *ex vivo* [13], supports the potential importance of these phenomenon to human ALL.

Along with some of our previous studies [13, 16], this work highlights the important role of adipocytes in ALL progression and drug resistance. While adipocyte protection of ALL cells from oxidative stress is one potential mechanisms explaining the association between obesity and poor ALL prognosis [7, 9], there are likely others. Indeed, we have shown that adipocytes protect ALL from multiple chemotherapies [16], some of which do not act through induction of oxidative stress. In addition, we have found that adipocytes absorb some chemotherapies [45], including DNR [46], which could contribute to some of the present results, though would not explain the protection observed from adipocyte conditioned media. Thus, adipocyte protection from oxidative stress should be considered when developing therapeutic strategies which target oxidative stress in cancer cells [41].

## MATERIALS AND METHODS

### Chemicals and reagents

Daunorubicin (DNR), chaetocin (CTN), buthionine sulfoxine (BSO), auranofin (AUR), and other chemicals were obtained from Sigma Aldrich. Cell culture media components, DCFH-DA (dichloro-dihydro-fluorescein diacetate, a fluorimetric probe for oxidative stress assessment), and CellROX^®^ reagent were obtained from Life Technologies. Fetal bovine serum (FBS) was from Denville Scientific. Caspase 3, HIF-1α, and GAPDH antibodies were purchased from Cell Signaling Technologies. HO-1 antibodies were purchased from Abcam.

### Cell culture

All human ALL cell lines (BV173, RS4;11, and Nalm6) and murine pre-adipocyte 3T3-L1 were from ATCC. Murine pre-B 8093 ALL cells have been previously described [16]. Chub-S7 (immortalized human pre-adipose cell line) was from Nestec LTD and cultured as previously described [47, 48].

All human ALL cell lines were cultured in RPMI 1640 (Invitrogen), supplemented with 10% fetal bovine serum (FBS), sodium pyruvate (1 mM), Glutamax (2 mM), and gentamicin (10 μg/mL). 8093 cells were cultured in McCoy's 5A (Invitrogen), supplemented as above. Fresh recombinant murine interleukin-3 (Peprotech) and beta-mercaptoethanol (Sigma Aldrich) were added to 8093 cells at each passage. 3T3-L1 cells were cultured in DMEM high glucose (Invitrogen) supplemented with 10% FBS, sodium pyruvate (1 mM), Glutamax (2 mM), and gentamicin (10 μg/mL). Chub-S7 cells were cultured in DMEM/F12 (Invitrogen) with 10% FBS, sodium pyruvate (1 mM), Glutamax (2 mM), and gentamicin (10 μg/mL). 3T3-L1 (murine) and ChubS7 (human) pre-adipocytes were differentiated into adipocytes as previously described [48].

Co-culture experiments were performed by seeding ALL cells in chambers of polycarbonate 0.4 μm pore size TransWells (Corning Inc., Corning, NY). The TransWells were inserted in plates containing pre-adipocytes or adipocytes, such that the ALL cells were not in physical contact with the feeder cells.

Conditioned media were made with RPMI1640 containing 10% FBS. Leukemia cell conditioned media (LCM) were made by seeding 200,000 BV173 cells per mL in culture for 48 hours. Adipocyte conditioned media (ACM) were made by conditioning 100 μL/cm^2^ for 48 hours. Adipocyte leukemia cell conditioned media (ALCM) were made by seeding 200,000 per mL of BV173 in co-culture with a monolayer of adipocytes at 100 μL/cm^2^. All media were filtered upon collection using 0.22 μm syringe filters (Millipore) and stored at −20°C until use, avoiding freeze-thaw cycles.

### Gene expression profiling

3T3-L1 adipocytes were cultured in either LCM or regular media for 24 hours in biological triplicates. RNA was extracted and purified using Qiazol reagent and RNEasy Mini Kits as per the manufacturer's (Qiagen) instructions. Microarray hybridization was performed by the Genome Core facility at the Saban Research Institute of Children's Hospital Los Angeles (CHLA). RNA quality was first assessed using an Agilent Bioanalyzer (Agilent Technologies). RNA was then converted to cDNA with Superscript Choice for cDNA Synthesis (Invitrogen) and then converted to biotinylated cDNA using an Enzo High Yield RNA Transcript labeling kit (Enzo Diagnostics). GeneChip^®^ Mouse Gene ST Array (Affymetrix) was used for hybridization of cDNA. Genes that showed significant up/down-regulation (*p* < 0.05 compared to control conditions) in LCM treated samples were analyzed using Ingenuity Pathway Analysis (Ingenuity^®^ Systems, www.ingenuity.com).

### Real-time PCR

Cells were collected and stored with RNAProtect (Qiagen) and lyzed with QIAzol (Qiagen). RNA was extracted and purified with RNEasy Mini Kits (Qiagen). The quantity and quality of extracted RNA was measured by NanoVue (Denville Scientific). Two thousand nanograms of RNA from each condition were reverse transcribed to cDNA with a High Capacity 1st Strand Synthesis kit (Applied Biosystems). The expression of selected genes was quantified by qPCR using 25 ng of cDNA, Power SYBR Select PCR Master Mix (Applied Biosystems), and 200 nM primers designed using National Center for Biotechnology Information Primer-BLAST (See Supplementary Table S1 for primer sequences). Gene expression levels were quantified using the ABI 7900HT Sequence Detection System with the following thermal profile: 10 minutes at 95°C followed by 40 repeats of 95°C for 15 seconds, 60 degrees for 1 minute, and a final dissociation stage of 95°C for 15 seconds, 60°C for 15 seconds, and 95°C for 15 seconds. Transcript levels were normalized to β-actin. Fold change was calculated using the ΔΔCt method.

### Confocal microscopy

The intracellular ROS assay was done by incubating cells with 10 μM DCFH-DA for 15 minutes at 37°C and then washing with cold PBS. Samples were imaged at the Cellular Imaging Core at the Saban Research Institute of CHLA. Briefly, DCF fluorescence images were acquired with an LSM 700 confocal system mounted on an AxioObserver.Z1 microscope equipped with a 63×/1.4 Plan-APOCHROMAT objective lens and controlled with ZEN 2009 software (Carl Zeiss Microscopy, Thornwood, NY). A 488 nm laser and 560 nm long-pass filter were used for fluorescence excitation and emission. Transmitted laser light was collected to form a DIC image simultaneously with the fluorescence image. Images were histogram-stretched in a consistent manner to increase brightness for publication. Intracellular ROS signals from the images were quantified using ImageJ (National Institute of Health, Bethesda, MD, USA).

### Western blots

Total protein was extracted from cells using protein isolation buffer (62.5 mL Tris-HCL, 2% w/v SDS, 1% v/v Igepal CA-630, 10% glycerol, 0.01 mg/mL aprotinin, 1 mM phenylmethanesulphonylfluoride, and Phosphatase Inhibitor Cocktail Set II (Calcbiochem)). Lysates were sonicated briefly and centrifuged for 10 minutes at 15,000 g at 4°C. The supernatant was retained and protein concentration was quantified by BCA assay (Pierce Biotechnology). Equal amounts of protein was subjected to SDS-PAGE and transferred to a nitrocellulose membrane. Membranes were blocked in 5% milk and then probed with specific primary antibodies. The secondary antibodies used were HRP-linked. Bands were detected using a HyGLO-HRP detection kit (Denville Scientific, South Plainfield, NJ, USA) and developed with HyBLOT-CL Autoradiography Film (Denville Scientific). Densitometric band analysis was performed using ImageJ.

### Glutathione measurements

The GSH-Glo^™^ Glutathione Assay (Promega, Madison, WI) was used to measure glutathione (GSH) in media and on cell extracts, following the manufacturer's instructions. The protein amount of each sample was quantified by BCA assay for normalization of GSH.

### Flow cytometry

ALL cells were treated with 10 μM DCFH-DA for 15 minutes at 37°C, then the reaction was stopped by transferring the cells on ice and protecting from light. Then DAPI was added to distinguish live cells. The samples were run at the Fluorescence Activated Cell Sorting Core at CHLA on LSR II Analyzer from Becton Dickinson (BD). The PE channel was used to detect intracellular DNR and the FITC channel for DCF. Proper compensation controls were used to calculate spill over between PE and FITC channels. In other experiments where CellROX^®^ Deep Red Reagent (Life Technologies) was used, the APC channel was used to detect CellROX^®^. For apoptosis analysis, ALL cells were harvested and stained with 25 ng APC-conjugated Annexin V for 15 minutes at room temperature. Then 50 ng DAPI was added to stain for late apoptotic/necrotic cells. The samples were run on the same analyzer above.

### Statistical analysis

All statistical tests were performed with Microsoft Excel 2010. The data are presented as mean ± Standard Deviation. Experimental groups were compared using paired, two-sided *t*-tests; non-normally distributed data was log-transformed prior to *t*-test. A *p* value of less than 0.05 was taken as statistically significant. Flow cytometry of intracellular DNR and DCF were quantified using median fluorescence intensity (MFI). MFI was calculated by dividing sample fluorescence signals by the control signal. All experiments were performed in triplicates and repeated at least three times. All graphs are presented as mean ± SD.

## SUPPLEMENTARY MATERIALS TABLE FIGURES

# Supplementary material for: Adipocytes cause leukemia cell resistance to daunorubicin via oxidative stress response
**Source:** Oncotarget. 2016 Sep 26;7(45):73147–59. doi: 10.18632/oncotarget.12246
**Supplement:** Supplementary file 1

Adipocytes cause leukemia cell resistance to daunorubicin via oxidative stress response

Supplementary Materials

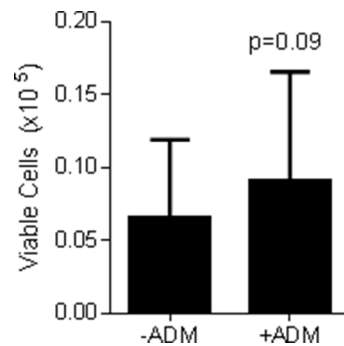

Supplementary Figure S1: ADM does not significantly protect 8093 cells from DNR ($n = 5$).

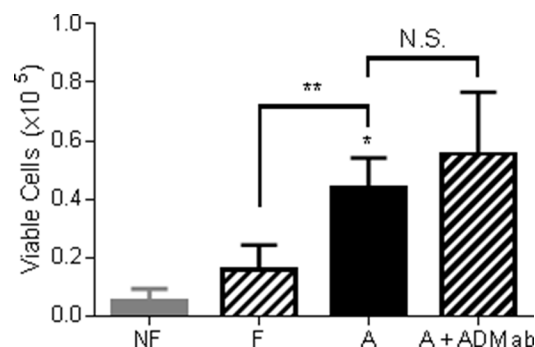

Supplementary Figure S2: ADM neutralizing antibody does not reverse adipocyte protection of 8093 against DNR ($n = 3$).

Supplementary Table S1: Primer list

Gene	Species	Forward	Reverse
β-actin	murine	5'-TTGCTGACAGGATGCAGAAG-3'	5'-AAGGGTGTAACACGCAGCTC-3'
GAPDH	murine	5'-ACCACAGTCCATGCCATCAC-3'	5'-CACCACCCTGTTGCTGTAGCC-3'
GCLC	murine	5'-ACTGAATGGAGGCGATGTTC-3'	5'-AGTGATGGTGCAGAGAGCCT-3'
GCLM	murine	5'-TCCTTGGAGCATTACAGCC-3'	5'-AGAGCAGTTCTTTCGGGTCA-3'
HO-1	murine	5'-CACGCATATACCCGCTACCT-3'	5'-CCAGAGTGTTTCATTCGAGCA-3'
Mt-2	murine	5'-CCGCGTGCTTCTCTCCAT-3'	5'-ATCGACGAGAGATCGGTTTGA-3'
ADM	murine	5'-CTCGCTGATGAGACGACAGTTC-3'	5'-CTCTGGCGGTAGCGTTTGAC-3'
β-actin	human	5'-ACAGAGCCTCGCCTTTGCCG-3'	5'-CGATGCCGTGCTCGATGGGG-3'
GCLC	human	5'-AAACCCAAACCATCCTACCC-3'	5'-CGAGGGTGCTTGTTTATTGC-3'
GCLM	human	5'-TCAACCCAGATTTGGTCAGG-3'	5'-AGGCTGTAAATGCTCCAAGG-3'

How the deposited data were processed for this re-analysis (not part of the article)

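Gene expression was measured in 3T3-L1 adipocytes after 24 hours in leukemia cell conditioned media (LCM) or in regular media, with 3 arrays per group. The deposited values are log2 expression values that the authors made with RMA, with a column per array and no pooling of replicates. RMA corrects the background, applies quantile normalization and summarises the probes of each transcript. The methods name a GeneChip Mouse Gene ST array from Affymetrix. The version of that array, the version and settings of RMA, the genome build and any filter are not given in the sources used here, so no coordinates are reported. The quartiles of the arrays lay close together but were not identical.

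Transcripts were named through the annotation table of the array platform, and its gene identifiers were checked against the RefSeq gene table of the mouse assembly GRCm38.p6. Of 23332 transcripts, 14996 had a single gene symbol, 1019 had several and 7317 had none listed. Of those with a single symbol, 14941 had their identifier in the RefSeq table and 0 symbols changed. Transcripts with several symbols or none were left out of the tests by gene. Of the 14860 genes tested, 135 had more than 1 transcript, and the transcript with the highest mean over the 6 arrays was used.

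LCM and control arrays were compared on the log2 values with limma 3.58.1 (lmFit and eBayes, two-sided, without a block) in R 4.3.3, and adjusted p-values are Benjamini-Hochberg values over the genes tested. Genes passed at an adjusted p under 0.05. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes and adjusted over 29 lists, and also with an estimated correlation and with limma's fry. The lists are the genes of Table 1, the genes of Table 2 and 27 lists of pathways and cell type markers from textbook knowledge. Some of these 27 lists share members with Tables 1 and 2. Beside the count over all genes, the count of members that pass when adjusted over the list alone is given. The text names the genes of the paper's tables that bear on a statement, the 10 genes with the largest rise and the 10 with the largest fall among those that passed with all LCM values on the same side of all control values, and up to 4 members of each list with the smallest adjusted p. The design, the gene lists, the rule for named genes and the alternatives were set before the data were examined, although the values in the paper's tables had been read. Trp53inp1 and Ccna2 were added to the named genes after their values were seen.

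The methods name no test for the arrays. The statistics section of the paper gives paired, two-sided t-tests for experimental groups in general, so the methods' t-test was run as an alternative, both unpaired and paired by replicate number. That section names only the paired form. Other alternatives were all transcripts, the mean of a gene's transcripts, filters on dim genes, quantile normalization applied again, centring of each array on its median, a mean-variance trend, a robust prior, array weights, the replicate number as a block and each array left out in turn. The unpaired t-test over all transcripts was added after seeing the data.

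The procedure was tested on simulated data in which the spread of each gene was taken from the real arrays and known fold changes were added to 67, 67 and 66 of 14860 genes. At an adjusted p under 0.05, limma called 9 unchanged genes, and 0 genes where nothing had been changed. The methods' t-test, unpaired, recovered 22.4% of 1.5-fold, 41.8% of 2-fold and 68.2% of 3-fold changes. Each gene was drawn independently with the same spread in both groups. The real arrays differ in this, so the rates and the false calls may not carry over to them. The number of arrays limits the precision. Tables were handled with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.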

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

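The gene list tests in this part were planned, and the tests of explanations and the counts over other splits of the arrays were chosen after the result was seen, apart from the test of gene length. The paper discusses Nrf2 and oxidative stress, and 12 further lists of genes lay above or below the other genes in the LCM arrays by limma's camera. The adjusted p was 9.63e-18 for the integrated stress response, 1.52e-20 for the hypoxia response and glycolysis and 4.14e-14 for the adipocyte genes. It was 6.06e-08 for the aminoacyl-tRNA synthetases, 5.97e-06 for serine, glycine and one-carbon synthesis, 3.81e-05 for endoplasmic reticulum chaperones, 0.00226 for autophagy and the lysosome and 0.0412 for the p53 response, all above the other genes. It was 0.000139 for fatty acid oxidation, 0.0151 for branched-chain amino acid breakdown, 0.00116 for the citrate cycle and respiratory chain and 0.000139 for the cell cycle, all below the other genes. With an estimated correlation, 0 of the 29 lists passed. When the 6 arrays were divided into groups of 3 and 3 in all 10 ways, 1 split, the real one, gave as many as 16 lists, and the highest of the other splits gave 12. The 16 include the lists of Tables 1 and 2, which the study chose on these samples, so the real split was favoured. Genes of Table 1 are also members of other lists. Ddit3, Trib3 and Ppp1r15a are in the stress list, and Adm and Eno2 in the hypoxia list. Aldh1l2 and Got1 are in the one-carbon list, and Mt2 is in the metal list. These lists are therefore not fully independent of that choice either. For genes at an adjusted p under 0.05, 1 split gave as many as 633, and the highest of the others gave 0. At an unadjusted p under 0.05, 1 split gave as many as 2908, and the highest of the others gave 1312. A total of 10 splits is too few for a share under 0.05.

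Of 27 genes of the integrated stress list and 32 of the hypoxia list, 13 and 16 rose by limma and Pfkfb3 fell, and the median log2 fold change of the 59 genes was 0.418. Without control replicates 1, 2 and 3, 10, 15 and 13 stress genes and 10, 20 and 13 hypoxia genes rose, and without LCM replicates 1, 2 and 3, 9, 7 and 5 stress genes and 5, 4 and 3 hypoxia genes. This median was 0.425 without control replicate 2 and 0.368 with each array centred on its median. Low values of that array or a constant shift between arrays therefore do not account for it as a whole. Both checks could move it only slightly, since the array medians lay between 7.595 and 7.68. Control replicate 2 lay below the other controls by a median of only -0.166 in the stress list and -0.143 in the hypoxia list. LCM can differ from the regular media in its base medium, since the composition of the latter is not given. The labels also give additives for LCM (IL-3 and beta-mercaptoethanol), and the leukemia cells can use up nutrients and release factors. These causes cannot be told apart, because 0 arrays held adipocytes in unconditioned medium with these additives or short of these nutrients. That leukemia cells raise these genes through released factors is a hypothesis that was not tested.

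Of 24 genes of the differentiated adipocyte, 11 fell by limma, 13 did not pass and the median log2 fold change was -0.434. Without control replicates 1, 2 and 3, 6, 16 and 6 fell, and without LCM replicates 1, 2 and 3, 5, 6 and 5. A lower share of differentiated cells in the LCM cultures would lower the genes that pre-adipocytes lack. Whether they lack the genes of fatty acid synthesis as they lack the adipocyte genes was not measured. The 16 genes of fatty acid synthesis had a median of -0.015. The difference between the lists had a two-sided permutation p of 0.00031 over 100000 permutations of genes, which are not independent replicates. The medians were -0.038 for the preadipocyte list and -0.005 for the contractile and matrix list. Without arrays of pre-adipocytes these values cannot decide whether a lower share of differentiated cells was the cause. The base medium, the additives of LCM, used nutrients and released factors cannot be told apart here either. The design held 0 arrays of unconditioned medium with the additives or short of nutrients.

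Control replicate 2 stood apart from the other controls, the SD was larger among controls than among LCM arrays in 72.1% of genes, and without this array 1332 genes passed against 633 with it. An LCM array under a control label is argued against, since this array lay below the other controls over the integrated stress list, with a median log2 difference of -0.166. A signal that depends on gene length cannot be told apart, because the rank correlation of the deviation with genomic span over 14833 genes was 0.233 for this array and -0.195 for control replicate 1, and deviations within a group of 3 are tied to each other. A lower share of differentiated cells in this culture stays open too, as the contractile and matrix genes had a median log2 difference of -0.147 from the other controls but only 20 of 28 lay lower. Beyond the share of differentiated cells no biological explanation was tested, since the design names no condition within a group.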

How the results depend on the processing

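Leaving out each array in turn was planned, and the unpaired t-test over all transcripts was chosen after seeing the data. All 633 genes that passed an adjusted p under 0.05 in limma kept their sign in every alternative that tested all genes, and so did the 615 and 527 of them left by the filters on the dimmest 25% and the dimmest 50% of genes. This was largely fixed in advance and says little about stability. All transcripts, the filters, the trend, the robust prior, the block and the t-tests use the same difference of group means. Centring moved the median log2 fold change of all genes only from -0.0297 to -0.0793, and the smallest rise that passed was 1.233-fold. The number of genes that passed depended on the setting, and the cause was not tested. Over all transcripts 275 passed (173 higher and 102 lower), where more tests were adjusted for, and with array weights 1864 (889 and 975; 4413 at an unadjusted p under 0.05). With the methods' t-test, unpaired, 170 passed (104 and 66), and the same test over all transcripts gave 78 (52 and 26). Whether arrays with the same replicate number form a pair is not given in the sources used here. The deviations of same-numbered arrays from their group means correlated at -0.23, 0.06 and 0.11, and not every array correlated best with its own number. Deviations within a group of 3 are tied to each other, so these values cannot exclude a pairing. With the replicate block 324 genes passed (173 and 151). The methods' t-test, paired by replicate number with 3 pairs, gave 0 (0 and 0), with 1761 at an unadjusted p under 0.05. Without single arrays the count lay between 60 and 1332 (39 to 680 higher, 21 to 652 lower, 2069 to 4014 at an unadjusted p under 0.05), lowest without LCM replicate 3 and highest without control replicate 2. The Nrf2 targets that rose numbered 10, against 4 over all transcripts, 2 with the unpaired t-test, 2 with it over all transcripts, 0 with the paired test and 1 to 12 without single arrays. The split of 341 higher and 292 lower moved to 300 and 348 with quantile normalization applied again and to 232 and 408 with each array centred on its median. Of the genes of Table 1, 10 passed an unadjusted p under 0.05, also 10 without each single array, 9 with the paired test, where Mt2 did not pass, and 9 without the dimmest 50% of genes, where Car6 was left out. Of Table 2 39 passed, with 33 to 38 without single arrays, 34 with the replicate block, 41 with the unpaired t-test and 27 with the paired test.

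Of 29 gene lists, 16 passed camera, 15 to 17 without single arrays, 14 with the directional test of fry, 26 with its mixed test, which asks for change in either direction, and 0 with an estimated correlation. Camera compares a list with the other genes, whereas fry asks only whether the members of the list change. Their counts therefore answer different questions. The 16 include the lists of Tables 1 and 2, which the study chose on these samples, so these calls are not independent evidence. Lists that share genes with these tables are not fully independent either. With an estimated correlation the adjusted p was 0.179 for the genes of Tables 1 and 2 and for hypoxia, 0.192 for the integrated stress and adipocyte lists, 0.217 for Nrf2 targets and 0.221 for synthetases, one-carbon synthesis, chaperones, the metal response and p53 targets. It was 0.252 for autophagy, 0.312 for fatty acid oxidation and branched-chain amino acid breakdown, 0.345 for the cell cycle and 0.505 for the citrate cycle. With directional fry, fatty acid oxidation, branched-chain amino acid breakdown and the cell cycle (0.0513 each) and the citrate cycle (0.134) no longer passed, whereas heat shock (0.0266) and secreted factors (0.0327) did, and preadipocyte genes turned direction at 0.917. With mixed fry, matrix genes (0.000135), secreted factors (0.000135), heat shock (0.000166), preadipocyte genes (0.000166), fatty acid synthesis (0.000417), glutathione S-transferases (0.000493), inflammatory genes (9.28e-05), the interferon response (0.00162), peroxidases (0.000804) and Myc targets (0.0252) passed as well. The p53 targets did not pass over all transcripts (0.119, and 0.151 with the unpaired t-test), with quantile normalization applied again (0.0518) or with the t-tests (0.0745 unpaired, 0.0665 paired). The metal response did not pass with the unpaired t-test (0.0515, and 0.0726 over all transcripts), the paired test (0.137) or without the dimmest 50% of genes (0.126). That filter also ended the calls of autophagy (0.0786) and the cell cycle (0.0503) and turned the direction of fatty acid synthesis (0.75), Myc targets (0.977) and preadipocyte genes (0.925). Heat shock passed with the replicate block (0.0458), the unpaired t-test (0.0345) and the paired test (0.0375), and cholesterol synthesis with the replicate block (0.0409). The block changed no other list's call. Lists that did not pass and turned direction were inflammatory genes with array weights (0.968), matrix genes with the paired test (0.986) and macrophage genes with quantile normalization applied again (0.929) and without the dimmest 25% of genes (0.699).

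Without single arrays, the adjusted p from camera ranged from 0.00182 to 0.191 for branched-chain amino acid breakdown, 0.0169 to 0.26 for cholesterol synthesis, 7.98e-09 to 0.105 for the citrate cycle, 0.0424 to 0.125 for heat shock, 0.0166 to 0.0818 for the metal response and 0.032 to 0.0818 for p53 targets. It ranged from 0.244 to 0.962 for matrix genes, 0.286 to 0.827 for inflammatory genes, 0.737 to 0.978 for macrophage genes and 0.581 to 0.968 for preadipocyte genes, and the direction of these turned in some subsets. The branched-chain list lost its call without control replicate 3 and without LCM replicate 3 (0.06), the citrate cycle without control replicate 3, the metal list without control replicate 1 and the p53 list without control replicate 1 and without LCM replicate 1 (0.0593). The 10 largest rises kept 8 to 10 calls and the 10 largest falls 5 to 10 without single arrays. Signal over background was not given in the sources used here, so what it limits was not tested beyond the filters on dim genes.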

Differences from the paper's values

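Of the 43 measured genes of Table 2, 42 had the direction that the paper gives, and all 10 genes of Table 1 did. The exception was Gstm2, for which the paper's fold change is -1.199 and the value found here was 1.14-fold, higher with LCM. Its sign differed from the paper's under every alternative set before the data were examined, with values from 1.085 without control replicate 2 to 1.218 without control replicate 3. Gstm2 passed an unadjusted p under 0.05 without control replicate 3 and under no other alternative, in the direction opposite to the paper's. The paper does not name the transcript behind its value, so whether it is the transcript used here is not settled, and the opposite sign holds for the latter alone.

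The paper's count of significant gene expression changes at p under 0.05, which it states without an adjustment or a named test, is 3528, and 2908 genes passed an unadjusted p under 0.05 here. Over all transcripts the count was 3753, without control replicate 2 it was 4014 and with array weights 4413. The count over all transcripts with the methods' t-test, unpaired, was 3516. That setting was chosen after seeing the values, and Gstm2 and Dnajc5, 2 of the 43 measured Table 2 genes, did not pass in it.

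Eif2ak3, Pik3c3, Dnajc11 and Gstm2, which the paper lists in Table 2, did not pass an unadjusted p under 0.05 from limma. Eif2ak3 passed with the methods' t-test, unpaired, and without control replicate 1. Pik3c3 passed with the same t-test, with array weights and without control replicate 2. Dnajc11 passed with the methods' t-test, unpaired and paired, and with each array centred on its median. The unpaired t-test gave a p within 1.5-fold of the paper's for 10 of 10 genes of Table 1 and 30 of 43 of Table 2, against 0 and 6 for limma. The paired t-test also gave 0 and 6. The paper lists Car6 among its 10 most upregulated genes. Here Slc7a2, at 2.45-fold, held rank 10 and Car6, at 2.43-fold, rank 11, and the other 9 genes of Table 1 were the 9 largest rises.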

Other observations

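The test of a hypothesis at the end of this part was chosen after the result was seen, whereas the list tests were planned. Of 16 cytosolic aminoacyl-tRNA synthetases, 5 rose and none fell in adipocytes kept in LCM (8 rose when adjusted over the list alone), among them Wars, Iars and Cars at 1.66-fold, 1.61-fold and 1.60-fold. Their median log2 fold change was 0.41, with an adjusted p of 0.221 with an estimated correlation. Of 18 enzymes of serine, glycine and one-carbon synthesis, 5 rose (7 when adjusted over the list alone), with Mthfd2, a mitochondrial folate enzyme, at 1.80-fold and Aldh18a1, an enzyme of proline synthesis, at 1.70-fold (adjusted p = 0.221 with an estimated correlation). Aldh1l2 and Got1, which are in Table 1, are among these 5. Of 26 genes of chaperones and protein quality control in the endoplasmic reticulum, 6 rose (9 when adjusted over the list alone; adjusted p = 0.221 with an estimated correlation). Ern1, a sensor of unfolded proteins, rose 1.88-fold, Hspa5, which encodes BiP, 1.73-fold, Sel1l 1.56-fold and Hyou1 1.50-fold. Of 20 genes of autophagy and the lysosome, 4 rose (7 when adjusted over the list alone; adjusted p = 0.252 with an estimated correlation), which were Gabarapl1 at 1.99-fold, Neu1 at 1.63-fold, Ulk1 at 1.50-fold and Sqstm1 at 1.44-fold. Of 18 targets of p53, Gadd45a rose 1.92-fold, Gadd45b 1.75-fold, Cdkn1a 1.42-fold and Trp53inp1 1.26-fold, and Sesn1 fell by 0.34 on the log2 scale (4 rose and 1 fell also when adjusted over the list alone; adjusted p = 0.221 with an estimated correlation). Control replicate 2 lay below the other controls in these lists, with a median log2 difference of -0.22 for the chaperones, -0.19 for the synthetases, -0.14 for autophagy, -0.13 for one-carbon synthesis and -0.06 for p53 targets. When a single array was left out, 2 to 6 synthetases, 2 to 5 one-carbon enzymes, 1 to 7 chaperones, 0 to 5 autophagy genes and 1 to 6 targets of p53 rose, each highest without control replicate 2.

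Of 19 genes of fatty acid oxidation, 2 fell with LCM, which were Slc25a20 and Cpt1a, which carry fatty acids into mitochondria, by 0.54 and 0.51 on the log2 scale (7 fell when adjusted over the list alone; adjusted p = 0.312 with an estimated correlation). Of 27 genes of the citrate cycle and respiratory chain, Idh3a fell by 0.54 and Sucla2 by 0.41 (6 fell when adjusted over the list alone; adjusted p = 0.505 with an estimated correlation). Of 19 enzymes of branched-chain amino acid breakdown, Bckdhb fell by 0.50, and 1 was higher and 4 lower at an unadjusted p under 0.05 (1 fell when adjusted over the list alone; adjusted p = 0.312 with an estimated correlation). Control replicate 2 lay below the other controls by a median of -0.27 in fatty acid oxidation, -0.25 in the citrate cycle and -0.17 in branched-chain amino acid breakdown. Without it 12, 7 and 3 genes of these lists fell, and without LCM replicate 1, 2 or 3 in turn 0 did. Of 25 cell cycle genes, Tk1, Ccna2, Ccne1 and Ccnb2 fell by 0.94, 0.76, 0.48 and 0.45, and Cdkn1a, an inhibitor of the cycle, rose (13 fell and 2 rose when adjusted over the list alone; adjusted p = 0.345 with an estimated correlation). In this list 0 to 5 genes fell when a single array was left out, and control replicate 2 lay above the other controls by a median of 0.10.

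The remaining lists did not pass camera. Of 16 genes of fatty acid synthesis, Thrsp fell by 0.67 on the log2 scale (3 rose and 1 fell when adjusted over the list alone). The list's median and mean were -0.02 and -0.002 while camera gave an upward direction (adjusted p = 0.617). Of 18 genes of cholesterol synthesis, 0 passed in limma, 3 were higher and 1 lower at an unadjusted p under 0.05, and 0 passed with the methods' t-test, unpaired (adjusted p = 0.0628 from camera). Of 19 interferon response genes, 0 passed in limma, 1 was higher and 3 lower at an unadjusted p under 0.05, and 0 passed with that t-test (2 fell when adjusted over the list alone; adjusted p = 0.637 from camera). Of 26 inflammatory genes, Hp fell (2 rose and 3 fell when adjusted over the list alone; adjusted p = 0.617 from camera). Of 15 genes of polyamine and nucleotide synthesis and other Myc targets, Mybbp1a rose 1.26-fold (1 rose when adjusted over the list alone; adjusted p = 0.617 from camera). Of 13 leukemia and B cell genes, 0 passed in limma, 0 at an unadjusted p under 0.05 and 0 with that t-test (adjusted p = 0.617 from camera). Of 13 macrophage genes, Cd68, a lysosomal protein, rose 1.36-fold (1 rose when adjusted over the list alone; adjusted p = 0.835 from camera). Of 14 preadipocyte genes, Ddit3 rose (1 rose when adjusted over the list alone). Their median was -0.04 and their mean 0.02 (adjusted p = 0.835 from camera). Of 28 contractile and matrix genes, Loxl1 and Actg2 fell by 0.38 and 0.63 (4 fell when adjusted over the list alone; adjusted p = 0.835 from camera). When a single array was left out, Mybbp1a and Loxl1 passed only without control replicate 2, Cd68 without control replicates 2 and 3, Thrsp without each control replicate and Actg2 in none of the subsets.

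Each gene's values on the 3 LCM arrays all lay above or all below those on the 3 control arrays in 4088 genes, 27.5% of those tested. If the groups did not differ, 10% would be expected on average, and the spread around that share was not measured. The hypothesis that the integrated stress list rose more than the Nrf2 list was not settled, since without their shared gene the medians were 0.37 and 0.226 and the permutation p was 0.242 over genes, which are not independent replicates.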
